A study of Homo sapiens with 15 samples.

How the data were processed

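RNA was sequenced from 3 HER2-positive breast cancer cell lines, AU565, SKBR3 and UACC812, each in 5 states, with 1 library per line and state. Per the labels' protocols, total RNA was made into libraries with a TruSeq RNA kit. BWA version 0.5.8a and the genome build hg19, also named GRCh37, are given per the submitters' processing notes. The deposited values are FPKM per gene name, that is fragments scaled by transcript length and by the mapped fragments of a library, per the table's own name and its values. How alignments became FPKM, which annotation was used and whether the counting used strand are not stated. Nor is it stated whether the values are estimates from a model of transcript abundance, summed over the transcripts of a gene name. No scaling between libraries is stated either, and the FPKM sums ran from 189998 to 235100. The table gives no coordinates and no read totals.

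The depth in reads is therefore unknown. Low values between 0.001 and 0.1 FPKM fell on steps, as whole reads give, and the most frequent ratio of such values between libraries of a line gave their relative depth. Against the parental library of the same line it ran from 0.818 (P_L) to 1.37 (LTR) in AU565, where the steps were clear. It ran from 0.895 to 1.06 in SKBR3 and from 0.966 to 1.18 in UACC812, where the steps were weaker. Some small nuclear and nucleolar RNA names were listed at 0 in some libraries and far above in others, so an exact 0 is reported only as listed at 0.

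All tests used log2(FPKM + 1), so fold changes of low genes are understated. Genes with at least 1 FPKM in at least 3 of the 15 libraries were tested, which kept 12464 of 29234 names. Group differences were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend), with all 15 libraries in 1 fit, group and cell line as terms and 8 residual degrees of freedom. Tests were two-sided and Benjamini-Hochberg adjusted over all genes of a comparison, with a threshold of 0.05, for 8 comparisons. The cell line term is the pairing of the samples, because each treated or resistant library came from the parental cells of its line. Deviations from the group means correlated between libraries of the same line at 0.324 to 0.940 over 30 pairs, and between lines at -0.785 to 0.214 over 60 pairs. The deviations of the 3 lines in a group sum to 0, which pushes the values between lines down. The contrast is therefore no test of the pairing. AU565 and SKBR3 were established from the same patient, so the p-values describe these lines and not HER2-positive tumours in general.

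Before the data were examined, 37 gene lists were fixed, and 36 had enough members in the table to test; a mitochondrial list matched no name. They were tested with limma's camera at a preset correlation of 0.01, adjusted over the lists of a comparison, with camera at an estimated correlation and fry as alternatives. Whether the resistant (LR and LTR) minus short-term (P_L and P_LT) change differs between lines was tested with a limma F test on 12 libraries, in which the regimens of a class serve as its libraries within a line, with 6 residual degrees of freedom. Changes within each line, lists in the line difference and means over both regimens were added after the data were seen.

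Named genes follow a rule also fixed beforehand. It takes, among genes past the threshold with the same sign in all 3 lines and a mean of at least 5 FPKM in a group, up to 8 with the largest rise and 8 with the largest fall. It adds up to 4 members of each list past the threshold, and a panel of mevalonate, YAP/TAZ, HER receptor and growth genes. Some genes that this rule covers are not reported here. Gene names are those of the table; CYR61 is now CCN1, CTGF is CCN2, C10orf10 is DEPP1 and CDC45L is CDC45.

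The libraries differed in how expression depended on GC content, measured as Spearman's rho across genes between GC content and the deviation from the line's mean. GC content came from the longest transcript in a GRCh38 annotation, matched by symbol and synonym for 87.7% of tested genes. It ran from -0.653 (UACC812 P) to 0.579 (UACC812 P_LT) and lay near 0 in AU565. In 4 libraries it was well above 0: SKBR3 P at 0.577, UACC812 P_LT at 0.579, UACC812 LR at 0.279 and UACC812 LTR at 0.388. A lowess correction (span 0.3) of each library on GC content and a fit without those 4 libraries were therefore added after the data were seen. Dependence on transcript length had a narrower range of rho, from -0.182 (UACC812 LR) to 0.177 (UACC812 P_L). It was nevertheless stronger than GC dependence in every AU565 library and in SKBR3 P_L and LTR. In AU565 it followed the treatment, where rho was 0.164 in P_L and 0.155 in P_LT against -0.080 in P, -0.109 in LR and -0.063 in LTR. In SKBR3 it was 0.118 and 0.131 against -0.164, 0.055 and -0.122. In UACC812 it did not follow the 24 h treatment, with 0.177 in P_L, -0.045 in P_LT and 0.143 in P, and -0.182 and -0.133 in LR and LTR. A lowess correction on log2 length, by the same rule and also added after the data were seen, is given beside the others.

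The other alternatives were a pseudocount of 0.1, no filter, median-ratio and quantile scaling, only the compared groups, a variance per group, no cell line term and leaving out each line. The scripts were tested on simulated data with the real genes' line means and spread. In a simulated LTR against P_LT comparison of 12224 genes, 78% of genes changed by log2 2 and 37% of those changed by log2 1 were recovered, and 8.73% of the calls were unchanged genes. A list raised by log2 0.5 gave a camera p of 3.15e-26, and an unchanged list gave 0.940. A simulated cell line difference of log2 2 was recovered for 76.5% of genes. These rates and p-values hold only for data simulated from line means and spread. They do not test whether camera's preset correlation suits the real lists, whose calls were all lost with an estimated correlation. Figures were drawn with matplotlib 3.10.9.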

Results

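Gene expression was measured by RNA sequencing in AU565, SKBR3 and UACC812, breast cancer lines with amplified ERBB2, the gene of the HER2 receptor. The 15 libraries cover 5 states with 3 libraries each, 1 per line. P is the untreated parental line. P_L is the parental line after 24 h with 1 µM lapatinib, a kinase inhibitor of EGFR and HER2, and P_LT the same with 50 µg/ml of the HER2 antibody trastuzumab added. LR and LTR are derivatives that regrew after 3 to 12 months of selection. Lapatinib was raised from 0.1 to 1 µM in each, and in LTR trastuzumab was raised from 1 to 50 µg/ml beside it. The values are FPKM as deposited, and between 9133 and 10728 gene names reached 1 FPKM in a library. Changes are log2 differences of FPKM + 1 averaged over the 3 lines, and errors on FPKM are SDs over the lines. The libraries also differed in how expression depended on GC content and transcript length, as described with the processing.

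**Figure D1:**
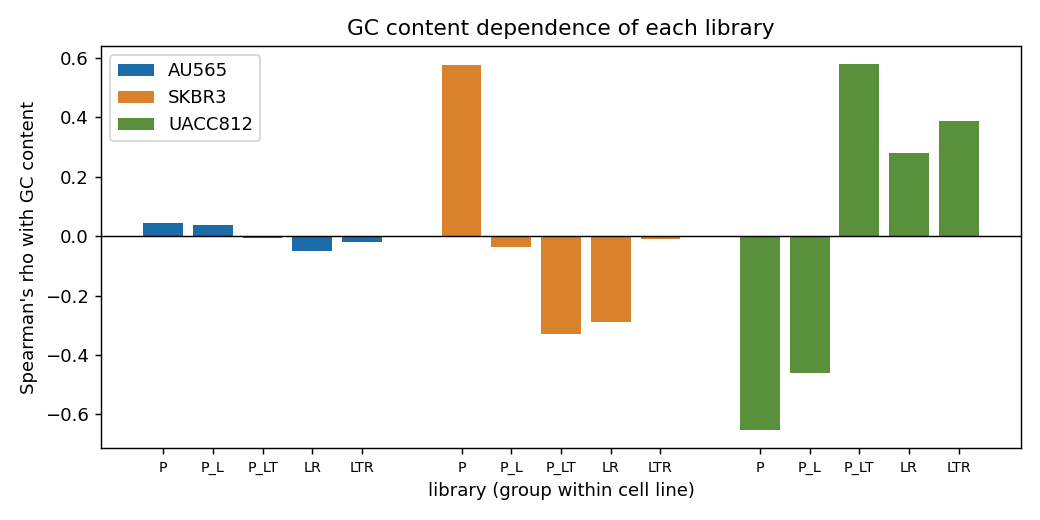
Spearman's rho between GC content and a library's deviation from its line's mean (vertical axis) for each library, ordered by cell line and group (horizontal axis), without error bars. SKBR3 P and UACC812 P_LT lie near 0.58 and UACC812 P at -0.653.

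Lapatinib for 24 h against no treatment shows what this inhibitor of EGFR and HER2 does before resistance develops. Genes of DNA replication and mitosis were lower: all 25 tested replication genes and all 23 mitosis genes had a negative average change, with medians of -0.97 and -1.03. RRM2 averaged 7.12 ± 4.84 FPKM (SD, n = 3) under lapatinib and 30.2 ± 17.2 without, and CDC6 33.1 ± 13.2 and 102 ± 45.0. All 13 genes of ERK pathway output were lower (median -0.56), with the smallest unadjusted limma p for SPRY4 and EGR1. Of 20 FOXO targets 18 were higher (median 0.58), among them PIK3IP1, FBXO32 and C10orf10. The list called FOXO targets here also names FOXO1, FOXO3 and FOXO4, and receptor genes such as IGF1R and ERBB3. C10orf10 averaged 24.3 ± 21.3 FPKM against 1.12 ± 0.477 and was higher in all 3 lines. Of 21 mevalonate and cholesterol synthesis genes 19 were lower, with a median of -0.34 and with EBP, FDPS, ACAT2 and DHCR7 leading. This fall came from AU565 and SKBR3, with line medians of -0.59 and -0.34, while UACC812 had -0.09. In UACC812 the 4 leading genes changed by log2 -0.06 (EBP), -0.08 (FDPS), 0.01 (ACAT2) and -0.12 (DHCR7). Fatty acid synthesis genes (SCD, ACLY), integrated stress response genes (PHGDH, SHMT2), endoplasmic reticulum chaperones (SDF2L1, HYOU1) and replication-dependent histones were also lower as lists. The histone list was fixed as a sign of RNA quality, so its change may be technical. The stress response median was -1.82 in UACC812 and 0.47 in AU565.

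The lists passed camera with adjusted p = 4.54e-21 for replication, 5.71e-22 for mitosis, 1.39e-07 for ERK output, 1.03e-08 for FOXO targets and 1.55e-04 for mevalonate synthesis. The 4 smaller calls were 0.00386 for fatty acid synthesis, 0.00407 for the stress response, 0.0463 for chaperones and 0.0132 for histones. The smaller calls each depended on single lines: without AU565 fatty acid synthesis had 0.0652 and chaperones 0.202. Without UACC812 the stress response had 0.194 (opposite direction), chaperones 0.534 and histones 0.132, and without SKBR3 histones 0.675 (opposite direction). After length correction chaperones (0.0588) and histones (0.214) did not pass. None of the calls held with an estimated correlation, where mevalonate synthesis had adjusted p = 0.137 with an estimated correlation and replication also 0.137. No single gene passed: limma called 0 of 12464 genes, with 1008 at an unadjusted p under 0.05 where chance gives 623, and the smallest adjusted p was 0.133. After GC correction it called 10, 8 higher and 2 lower, PIK3IP1 and CCNG2 among them with adjusted p of 0.0488 and 0.0343. The counts adjusted over the list alone were 13 replication, 20 mitosis and 6 ERK output genes lower, 5 FOXO targets higher, and 0 mevalonate genes; over all genes each count was 0. In UACC812 the replication and mitosis medians were -0.32 and -0.27, against -1.04 and -1.54 in AU565 and -1.68 and -1.52 in SKBR3; this difference between lines was not tested for P_L against P.

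**Figure D2:**
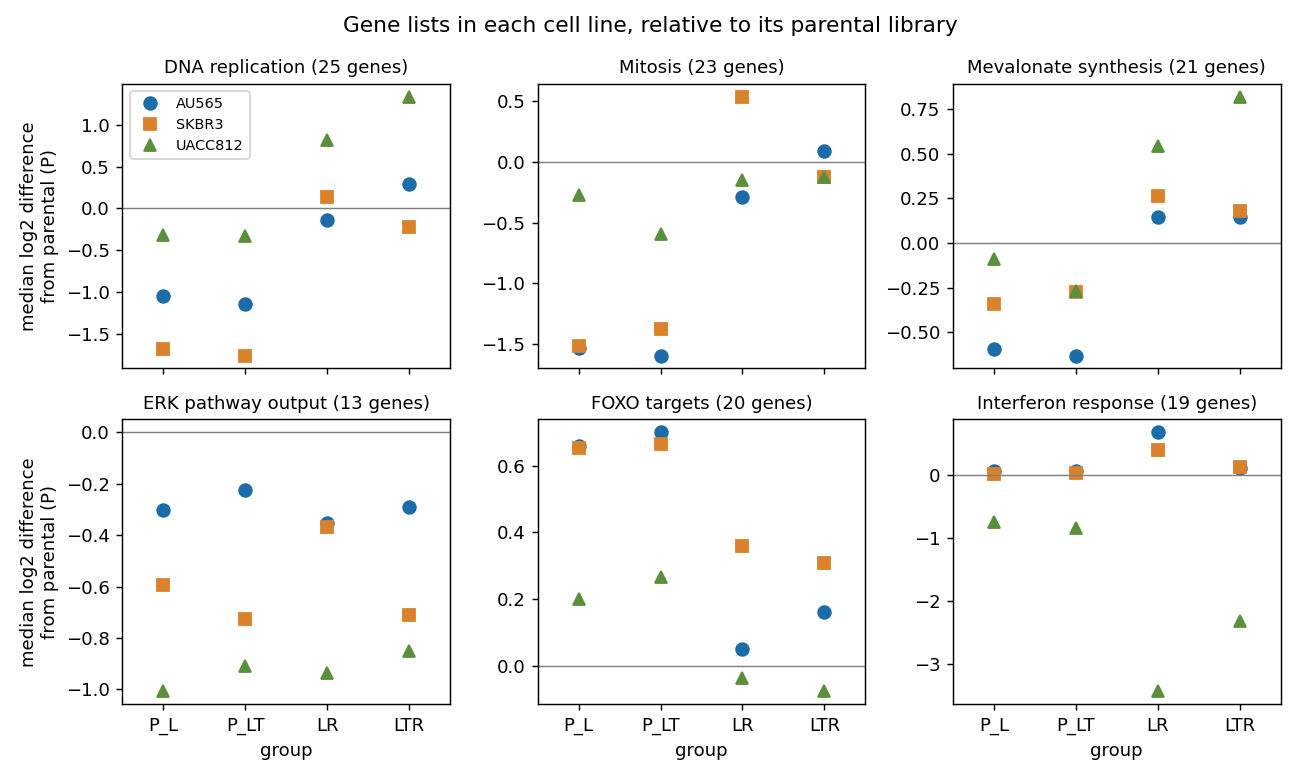
Median log2 difference from the parental library of the same line (vertical axis) for 6 gene lists in P_L, P_LT, LR and LTR (horizontal axis), with 1 point per cell line and no error bar because each point is 1 library pair. Replication medians lie below 0 in P_L and P_LT in every line, and the interferon medians of UACC812 reach -3.44 in LR and -2.32 in LTR.

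Adding trastuzumab to lapatinib for 24 h gave the same lists against parental cells except the histones. Replication genes had a median of -1.04, mitosis genes -1.25, ERK output genes -0.54 and FOXO targets 0.60. The cholesterol genes were lower in 18 of 21 cases (median -0.33), with line medians of -0.63 in AU565 and -0.27 in SKBR3 and UACC812. Among them were ACAT2 at 1.83 ± 0.724 FPKM against 5.23 ± 0.998 (SD, n = 3) and lower in all 3 lines, and FDPS at 18.7 ± 11.0 against 39.9 ± 19.3. SCD led the fatty acid genes with 92.6 ± 14.3 FPKM against 215 ± 125.

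Camera gave adjusted p = 3.36e-20 for replication, 1.16e-22 for mitosis, 5.56e-06 for ERK output, 1.72e-09 for FOXO targets, 1.57e-04 for mevalonate and 0.00101 for fatty acid synthesis, and 0.0281 for the stress response and 0.0313 for chaperones. The last 2 were lost without UACC812 (0.169, in the opposite direction, and 0.839), and after GC correction (0.0559 each). The stress response was also lost without SKBR3 (0.0672) and chaperones without AU565 (0.123). With an estimated correlation all were lost (mevalonate adjusted p = 0.134 with an estimated correlation). The first 6 passed fry, which tests their common direction and not their difference from other genes, at adjusted p of 0.0289 to 0.0397. limma called 0 genes, with 1107 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0668; after GC correction it called 13. Adjusted over the list alone, 16 replication, 22 mitosis, 4 ERK output, 2 mevalonate and 1 fatty acid genes were lower and 6 FOXO targets higher, against 0 over all genes.

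The direct comparison of P_LT with P_L asks what trastuzumab adds in 24 h, and no difference was detectable. No list passed camera (mevalonate synthesis adjusted p = 0.726, median -0.02). limma called 0 genes, and 18 had an unadjusted p under 0.05 where 623 are given by chance. That fit pools the spread over all 15 libraries, so responses that differ between lines count as error. This error may be too large for states that correlate closely within a line, so the null result is weak. The shortfall remained with a fit of the compared groups alone (82) and with a variance per group (89). After GC correction 11 genes had an unadjusted p under 0.05, where 546 are given by chance. The share of genes with the same sign in all 3 lines rose from 10.3% to 19.6% with that correction. How much each of these contributes was not tested. The libraries correlated across genes at 0.991 in AU565, 0.988 in SKBR3 and 0.955 in UACC812, where their GC dependence was opposite (-0.460 in P_L and 0.579 in P_LT).

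LR cells against their untreated parents show what differs once growth has resumed under lapatinib. ERK output stayed low: EGR1 averaged 1.29 ± 1.53 FPKM in LR and 5.26 ± 1.95 in parental cells (SD, n = 3), SPRED2 1.60 ± 0.818 and 4.88 ± 2.15, each lower in all 3 lines. Replication genes were above parental levels on average (median 0.24), with medians of -0.14 in AU565, 0.13 in SKBR3 and 0.82 in UACC812, and mevalonate synthesis genes were slightly above them (median 0.25, 18 of 21 positive), with FDFT1, ACAT2 and SQLE higher in all 3 lines. SQLE averaged 77.6 ± 15.4 FPKM against 48.0 ± 20.4. Interferon response genes were lower on average, but in UACC812 alone: the list's median was -3.44 there, 0.69 in AU565 and 0.41 in SKBR3. MX1 was 97.8 FPKM in parental UACC812 and 0.478 in its LR derivative, and at most 0.605 in every AU565 and SKBR3 library. Integrated stress response genes (DDIT4, TRIB3) and genes of the ERBB2 amplicon were lower as lists, the amplicon with a median of -1.04 in SKBR3 and 0.00 in UACC812.

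Camera gave adjusted p = 1.01e-07 for ERK output, 0.00130 for mevalonate synthesis, 0.0109 for replication, 1.06e-04 for interferon response, 2.90e-04 for the stress response and 0.0197 for the amplicon, none of them held with an estimated correlation (0.165 for ERK output and mevalonate adjusted p = 0.416 with an estimated correlation). Without UACC812 the mevalonate list no longer passed (0.386), the replication list changed direction without passing (0.527), the stress response did not pass (0.794), and the interferon list passed in the opposite direction (4.42e-04). Without SKBR3 the amplicon did not pass (0.985). limma called 0 genes, with 690 at an unadjusted p under 0.05 and a smallest adjusted p of 0.105. Adjusted over the list alone, 4 ERK output genes were lower and 0 mevalonate genes changed, against 0 over all genes.

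LTR cells against parental cells gave a similar picture. ERK output was lower (median -0.58; EGR1 1.35 ± 0.800 against 5.26 ± 1.95 FPKM, SD, n = 3), mevalonate synthesis genes were slightly higher (median 0.30, 19 of 21 positive) and so were replication genes (median 0.43). The replication rise came from UACC812 and AU565, with line medians of 1.33 and 0.29, while SKBR3 had -0.22. Interferon genes again were lower in UACC812 (-2.32) and not in AU565 (0.11) or SKBR3 (0.13). The integrated stress response list and a list of immediate stress genes that holds EGR1 were lower.

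Camera gave adjusted p = 1.45e-08 for ERK output, 4.99e-04 for mevalonate synthesis, 1.83e-07 for replication, 1.21e-05 for interferon response, 1.86e-04 for the stress response and 0.0457 for immediate stress genes. With an estimated correlation none passed (0.124 for ERK output and mevalonate adjusted p = 0.340 with an estimated correlation). Without UACC812 mevalonate synthesis (0.374) and interferon response (0.374, opposite direction) did not pass, nor did replication (0.987, opposite direction) or the stress response (0.543, opposite direction). The immediate stress list was fixed as a sign of RNA quality, and it did not pass without SKBR3 (0.453), without UACC812 (0.373) or after GC correction (0.0514). limma called 0 genes, with 409 at an unadjusted p under 0.05 and a smallest adjusted p of 0.755; adjusted over the list alone, 5 ERK output genes were lower. Only 15.1% of genes moved in the same direction in all 3 lines, where independent signs give 25%.

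LR cells against parental cells under 24 h of lapatinib compare growth with and without resistance under the same drug. Replication and mitosis genes were higher in LR, with medians of 1.30 and 1.11: RRM2 averaged 44.7 ± 24.1 against 7.12 ± 4.84 FPKM (SD, n = 3), TK1 117 ± 74.0 against 29.4 ± 21.3, each higher in all 3 lines. The mitosis medians were 1.09 in AU565, 2.06 in SKBR3 and only 0.19 in UACC812. Of the 21 mevalonate synthesis genes 20 were higher (median 0.65), with SQLE at 77.6 ± 15.4 against 30.2 ± 9.47 and ACAT2 at 10.8 ± 3.63 against 2.78 ± 2.23. FOXO targets were lower (median -0.52), among them ERBB3 at 6.83 ± 4.12 against 13.6 ± 2.72 and C10orf10 at 2.48 ± 1.54 against 24.3 ± 21.3. Hypoxia and glycolysis genes were higher, led by ALDOC at 61.9 ± 34.8 against 9.53 ± 2.47. ERBB2 amplicon genes (GRB7 64.7 ± 23.1 against 181 ± 76.1), luminal markers (MUC1, ELF3), stem-like cell markers (SOX9, KLF4) and, in UACC812 alone, interferon genes were lower, and histones higher. For GRB7 untreated AU565, SKBR3 and UACC812 had 64.3, 80.1 and 59.6 FPKM, and their P_L libraries 163, 265 and 116. Their LR derivatives had 89.7, 44.05 and 60.4, so only SKBR3 LR lay below its untreated parent.

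Camera gave adjusted p = 7.62e-21 for replication, 5.25e-16 for mitosis, 2.01e-08 for mevalonate synthesis, 1.09e-06 for FOXO targets, 0.00672 for hypoxia and glycolysis and 0.00511 for stem-like markers. The amplicon had 0.0222, luminal markers 0.0264, and interferon genes and histones 0.0281 each. Without SKBR3 the amplicon (0.489), luminal markers (0.445) and histones (0.0776) did not pass, and without UACC812 hypoxia and glycolysis (0.274) and histones (0.429) did not, while interferon genes passed in the opposite direction (0.00192). The interferon call was also lost after GC correction (0.0943) and the histone call after length correction (0.212). None held with an estimated correlation, the nearest being mevalonate synthesis with adjusted p = 0.0775 with an estimated correlation, while fry gave it 0.00412. limma called 0 genes, with 1683 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0522 for RRM2; after GC correction it called 72, 41 higher and 31 lower, with RRM2, TK1, ACAT2 and SQLE among them at 0.0280, 0.0143, 0.0351 and 0.0446. Adjusted over the list alone, 22 replication, 20 mitosis and 11 mevalonate genes were higher and 4 FOXO targets lower, against 0 over all genes.

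LTR cells against parental cells under 24 h of the combination were the only comparison in which single genes passed. Replication genes rose: RRM2 from 6.71 ± 4.60 to 39.3 ± 26.0 FPKM (SD, n = 3), TK1 from 29.1 ± 16.0 to 135 ± 61.8 and CDC6 from 28.3 ± 13.7 to 119 ± 16.6. CDCA5, which is in no list, rose from 8.02 ± 0.690 to 39.9 ± 7.80. Of the mitosis list MKI67 alone passed, with a rise from 1.11 ± 0.497 to 4.59 ± 0.541. ACAT2, an early enzyme of cholesterol synthesis, rose from 1.83 ± 0.724 to 9.67 ± 1.70. KLHL38 fell from 22.5 ± 20.1 to 2.95 ± 1.81 and C1orf63 from 8.32 ± 2.82 to 3.16 ± 1.09. All 25 replication genes were higher in all 3 lines (median 1.55), and all 21 mevalonate synthesis genes were higher on average (median 0.58), with 18 of them higher in every line. FDPS averaged 64.9 ± 59.4 against 18.7 ± 11.0, EBP 35.4 ± 24.4 against 13.9 ± 8.56, and INSIG1 5.52 ± 2.94 against 2.01 ± 1.44, below the gene-wise threshold.

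limma called 42 of 12464 genes, 38 higher and 4 lower, with 1457 at an unadjusted p under 0.05. Adjusted p was 0.0366 for RRM2, TK1, CDC6 and KLHL38, 0.0371 for ACAT2 and 0.0475 for CDCA5 and C1orf63, with log2 changes of 2.35, 2.18, 2.12, -2.34, 1.93, 2.17 and -1.15 and SEs of 0.20 to 0.39. C6orf173 also passed (log2 1.93, adjusted p 0.0366). Among the lower genes CTNND2 (log2 -1.04, adjusted p 0.0475) lies outside the naming rule and was chosen after its values were seen. TUBA1A and TUBA1B passed at 0.0480 and 0.0479 but are near-identical paralogs, and EPR-1 (0.0475) overlaps BIRC5 on the other strand, so these 3 are uncertain. After GC correction, which covered 10926 genes and 41 of the 42, limma called 153 genes, 108 higher and 45 lower. Of the 42, 38 were among them. Leaving out AU565, SKBR3 or UACC812 gave 0, 1 and 2 genes, of which 0, 0 and 1 were among the 42.

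Camera gave adjusted p = 2.36e-27 for replication, 6.22e-18 for mitosis, 6.56e-09 for mevalonate synthesis, 5.36e-07 for FOXO targets (lower, median -0.50), 0.0407 for fatty acid synthesis (higher) and for histones (higher), and 0.0293 for liver X receptor targets and for stem-like markers (both lower). These last 4 were lost without UACC812 (0.348, 0.230, 0.230 and 0.0630). Without AU565 fatty acid synthesis (0.0678), liver X receptor targets (0.0678) and stem-like markers (0.225) did not pass, and without SKBR3 histones (0.355) did not. GC correction ended the calls of fatty acid synthesis (0.0552) and stem-like markers (0.108), and length correction those of stem-like markers (0.0555) and histones (0.302). With an estimated correlation none passed (mevalonate adjusted p = 0.0651 with an estimated correlation); fry gave mevalonate synthesis 0.00291 and replication 0.00749. Adjusted over the list alone, 24 replication, 21 mitosis and 8 mevalonate genes were higher and 3 FOXO targets lower. Over all genes limma called 6 of the replication list, 1 of the mitosis list, 1 of the mevalonate list (ACAT2) and 0 FOXO targets.

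**Figure D3:**
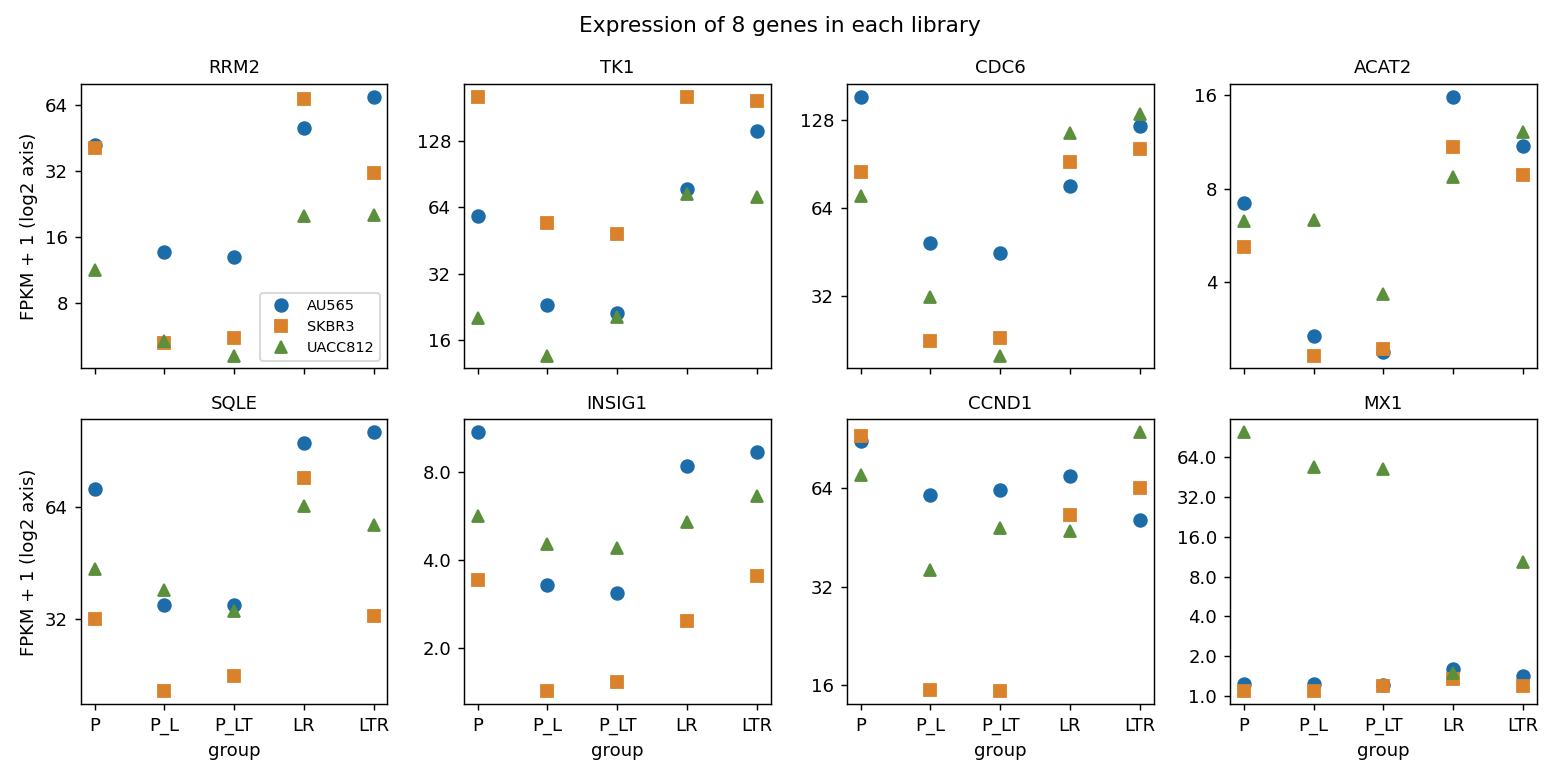
FPKM + 1 on a log2 axis for 8 genes in each of the 15 libraries, by group (horizontal axis) and cell line (symbol), with no error bars because each point is 1 library. RRM2 and CDC6 are lowest in P_L and P_LT in every line, and MX1 is highest in UACC812 P, P_L and P_LT.

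LTR against LR asks what the antibody adds to long-term selection. With 1 LR and 1 LTR derivative per line, an effect of the antibody cannot be told from divergence between the separately selected derivatives. ERBB2 amplicon genes were higher in LTR than in LR, all 10 on average (median 0.38), and hypoxia and glycolysis genes lower (median -0.23). Among the amplicon genes PGAP3 and PNMT had the smallest unadjusted limma p. PNMT was higher in all 3 lines. PGAP3 changed by log2 0.38 in AU565, 1.75 in SKBR3 and -0.16 in UACC812, and ERBB2 by 0.55, 1.23 and -0.13. ERBB2 itself averaged 329 ± 43.5 FPKM in LTR and 244 ± 113 in LR (SD, n = 3), a difference that did not pass. Camera gave adjusted p = 0.00113 and 0.0417, and 0.671 and 0.887 with an estimated correlation. Hypoxia and glycolysis did not pass without AU565 (0.105), without UACC812 (0.108) or after length correction (0.0604). Mevalonate synthesis did not differ detectably (adjusted p = 0.795), and limma called 0 genes, with 233 at an unadjusted p under 0.05 and a smallest adjusted p of 0.694.

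Among the panel genes, none of the 12 that could be tested passed in any of the 8 comparisons; the smallest adjusted p was 0.104, for INSIG1 in LTR against P_LT. After GC correction SQLE (0.0446) and ERBB3 (0.0372) passed in LR against P_L. ERBB3 was higher in P_L than in P in all 3 lines (log2 0.76 ± 0.20 SE, adjusted p 0.325). The YAP/TAZ target list passed in no comparison (adjusted p from 0.112 to 0.947), but its members moved differently by line. The list also holds genes of the pathway itself (YAP1, WWTR1, TEAD1, TEAD4, LATS1 and LATS2), so counts of its genes are not counts of targets alone. From short-term treatment to resistance, in within-line tests chosen after the data were seen, 8 of its 23 genes rose and 1 fell in SKBR3 (median 0.51). In AU565 1 rose and 7 fell (median -0.17), and in UACC812 none was called (median -0.13). The change differed between lines for 8 of the 23 by the limma F test. As a list they did not pass camera in UACC812 against the other lines (adjusted p = 0.712). That camera test does not compare AU565 with SKBR3. CTGF averaged 8.02 ± 7.26 FPKM in LR and 2.79 ± 2.05 in P (SD, n = 3, adjusted p 0.963), and CYR61 12.8 ± 8.10 and 8.64 ± 4.12 (0.967). BIRC5 averaged 6.57 ± 3.13 in LTR and 1.75 ± 1.31 in P_LT (adjusted p 0.165) and HMGCS1 5.15 ± 3.24 and 2.96 ± 1.10 (0.585). CCND1 averaged 36.4 ± 22.8 in P_L and 83.1 ± 12.1 in P (0.418). ANKRD1, ESR1 and DUSP6 were too low to test; DUSP6 was 6.61 FPKM in parental UACC812, 1.12 in its LTR derivative and at most 0.474 in the other 13 libraries.

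The lines reached resistance with different transcriptomes. The change from short-term treatment to resistance differed between lines for 1290 of 12464 genes (limma F test on 12 libraries). This count was lower without any single line and higher after GC correction, as given with the other alternatives below. Within AU565, 1047 genes rose and 1042 fell. INSL4 went from 0.130 and 0.157 FPKM in P_L and P_LT to 56.4 and 69.2 in LR and LTR, and CP from 59.7 and 61.4 to 0.851 and 0.430 (adjusted p 1.45e-05 and 2.18e-06). Within SKBR3, 1484 rose and 628 fell: BASP1 went from 0.153 and 0.396 to 361 and 37.9, and BMP7 from 51.9 and 45.0 to 2.19 and 0.588 (9.88e-04 and 1.08e-04). SCIN rose in AU565 and in SKBR3, from at most 5.23 FPKM under short-term treatment to at least 36.2. Within UACC812, 400 rose and 378 fell, with THRSP rising from 1.69 and 1.43 to 39.1 and 31.9 (9.47e-04). The interferon genes IFITM1, IFI6, MX1 and IRF9 fell, IRF9 from 19.9 and 14.7 to 1.27 and 0.0829 (2.70e-04). These within-line tests were chosen after the data were seen and treat the regimens as replicates of a line.

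In these within-line tests 102 genes rose in all 3 lines and 22 fell in all 3 from short-term treatment to resistance, where independent lists of these sizes would share 4 and 1.59. The lists are not independent, because the lines share each gene's variance in the same fit and AU565 and SKBR3 come from the same patient. The expected counts are therefore no test of chance. With the lines as replicates limma called 0 genes for the same change averaged over both regimens, with 1732 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0543. The shared rises include RRM2, MYBL2, TK1, CDCA5, E2F1, TYMS, PCNA and the helicase genes MCM2, MCM5, MCM6 and MCM7, and from cholesterol metabolism EBP and TMEM97. MYBL2 averaged 6.30 FPKM in the short-term libraries and 37.4 in the resistant ones, with 32.7 in parental cells. The shared falls include MUCL1 (246 to 31.6 FPKM), KLHL38 (21.7 to 3.5, with 3.44 in parental cells) and CYP4B1 (8.57 to 1.59).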

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

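The comparison of lines was planned, but its list tests and all the technical tests here were chosen only after the results were seen, apart from the 20% bound named below. The length test was also chosen afterwards, but its bound was written down before its value was seen. The lines differed in their change from short-term treatment to resistance for 1290 genes, a count that was lower without any single line and higher after GC correction. In UACC812 against the other lines, 3 lists passed camera as lower: interferon response (adjusted p = 1.78e-16), mitosis (2.08e-09) and antigen presentation (6.62e-09). Ribosomal proteins (3.65e-14) and hypoxia and glycolysis (3.33e-04) passed as higher. The medians in AU565, SKBR3 and UACC812 were 0.15, 0.14 and -2.08 for interferon, 1.47, 1.67 and 0.32 for mitosis, and 0.09, 1.04 and -0.98 for antigen presentation. They were -0.20, -0.75 and 0.82 for ribosomal proteins and 0.04, 0.29 and 0.72 for hypoxia and glycolysis. Antigen presentation thus differed through a rise in SKBR3, with 6 of 12 genes called higher, as well as a fall in UACC812, with 8 called lower. Smaller calls were lysosome and autophagy (0.00989, lower), luminal markers (0.0120, higher), integrated stress response (0.0159, higher), ERBB2 amplicon (higher) and NF-kB genes (lower, 0.0454 each). Their medians in AU565, SKBR3 and UACC812 were 0.23, 0.01 and -0.28, then -0.19, -0.38 and 0.11, and -0.39, 0.16 and 0.26. For the amplicon they were -0.10, -0.90 and 0.08, and for NF-kB genes 0.12, 0.44 and -0.10. The amplicon, NF-kB and luminal lists thus moved most in SKBR3 and not in UACC812. With an estimated correlation none of the large or smaller calls held (0.250 for interferon response and 0.457 for mitosis). After GC correction the last 3 of the smaller calls were lost (0.0794, 0.110 and 0.0982). Among panel genes the lines differed for EGFR (0.00303), CTGF (0.00579) and CCND1 (0.0433). EGFR was 2.38 FPKM in parental SKBR3 and 17.6 and 8.79 in its LR and LTR derivatives, while ERBB2 went from 414 to 124 and 292.

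Interferon genes fell with resistance in UACC812 and not in the other lines, and 2 technical explanations were weighed. UACC812 P_LT had the strongest positive GC dependence of that line, above LR and LTR, yet its interferon median was -0.84 from the parental library, against -3.44 in LR. At the preset correlation the UACC812 call held after GC correction (1.55e-15), although without that correction it was lost with an estimated correlation (0.250). GC dependence therefore does not account for the fall. A library of another line under the UACC812 label is unlikely: the lowest correlation of UACC812 LR and LTR with parental UACC812 was 0.900, against at most 0.853 with any library of another line. The parental library had high interferon expression, with MX1 at 97.8 FPKM. MX1 was 0.478 FPKM in LR and 9.27 in LTR, and IRF9 went from 22.0 to 1.27 in LR and 0.0829 in LTR. The list median was -2.32 in LTR, a smaller fall than in LR. These values may mean that resistant UACC812 lost a standing interferon signal. In LTR the fall was smaller by the list median and MX1, but larger for IRF9. No sample here tests the hypothesis of a lost signal.

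Replication genes moved down under treatment and up in resistance. In LTR against P_LT their median was 1.55 as deposited, 1.44 after GC correction, 1.48 after median-ratio rescaling and 1.49 after length correction, so neither GC or length dependence nor scaling accounts for the rise. The lists describe growth, and a lower share of dividing cells after 24 h would give the same values as lower expression per cell.

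Few genes moved in the same direction in all 3 lines in LTR against P. After GC correction the share was 18.6%, below the bound of 20% written down before the value was seen, against 14.8% for the same genes without correction and 25% for independent signs. GC dependence may therefore explain part of the shortfall in LTR against P and not all of it. The bound was set for that comparison alone. In LR against P the share went from 15.8% to 22.0%, above 20%, and in P_LT against P_L from 10.3% to 19.6%, so how far GC dependence accounts for the shortfall there was left open.

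The 6 libraries of a comparison can be divided in 10 ways, too few for a share below 0.05. In LTR against P_LT only the real division, 1 of 10, reached 42 genes, and the highest other gave 0. In the 7 other comparisons limma called 0, which every division (10 of 10) reaches by definition, so their counts say nothing about chance. Of the 10 divisions 6 break the pairing by line; in LTR against LR such a division gave 35, and the paired ones gave 0.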

How the results depend on the processing

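The GC correction, the length correction and the fit without 4 libraries were chosen only after the results were seen; the other alternatives were fixed before the data were examined. In LTR against P_LT limma called 42 genes. A pseudocount of 0.1 gave 73 with 41 of the 42 among them, a variance per group 68 with 41 and quantile scaling 48 with 36. Median-ratio scaling gave 26 with 24, GC correction 153 with 38 and length correction 34 with 29. The GC and length corrections tested only 10926 genes, with 41 of the 42 among them. Their counts therefore also reflect a smaller gene set. No filter gave 1, which was among the 42, and no cell line term gave 0. Only the compared groups gave 1 and leaving out 4 libraries with positive GC dependence 1, neither among the 42. The 4 include UACC812 P_LT, LR and LTR, so here the contrast has the same fold changes as leaving out UACC812, and libraries with negative GC dependence were kept; it is no separate check of GC content. Leaving out a line gave 0 to 2, with at most 1 among the 42. Single genes of that comparison therefore rest on all 3 lines and on a spread pooled over all 15 libraries.

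In LR against P_L, where limma called 0, a pseudocount of 0.1 gave 10, median-ratio scaling 6, quantile scaling 11, a variance per group 23, GC correction 72, length correction 2, leaving out the 4 libraries 25 and leaving out a line 0 to 43. P_L against P gave 10 after GC correction and 0 to 4 without a line. P_LT against P gave 1 with quantile scaling, 13 after GC correction and 0 to 2 without a line. LR against P gave 1 without the 4 libraries and 0 to 12 without a line, and LTR against P 0 to 10, P_LT against P_L 0 to 2 and LTR against LR 0 to 3 without a line. The line difference gave 1290 genes, 1075 with a pseudocount of 0.1, 1915 without a filter, 1188 with median-ratio and 1316 with quantile scaling, 2083 after GC and 1187 after length correction and 398 to 1015 without a line.

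Mevalonate synthesis kept its camera call under each scaling and after GC or length correction. Its adjusted p with an estimated correlation was 0.137 in P_L against P, 0.134 in P_LT against P, 0.416 in LR against P, 0.340 in LTR against P, 0.0775 in LR against P_L and 0.0651 in LTR against P_LT. fry gave 0.0549, 0.0289, 0.238, 0.260, 0.00412 and 0.00291 in that order. Without a line the adjusted p ranged from 4.05e-05 to 0.0340 in P_L against P, from 2.16e-04 to 0.0284 in P_LT against P, from 5.18e-04 to 0.386 in LR against P and from 1.36e-04 to 0.374 in LTR against P. It ranged from 1.33e-08 to 1.39e-05 in LR against P_L and from 6.22e-09 to 2.38e-06 in LTR against P_LT. Without the 4 libraries it was 0.112 in LR against P and 0.275 in LTR against P. The call over parental cells was thus lost without UACC812, although the medians of AU565 and SKBR3 were also above 0 (0.14 and 0.26 in LR, 0.15 and 0.18 in LTR, against 0.54 and 0.82 in UACC812). The call over short-term treated cells held without any single line.

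Some lists changed direction when a line was left out. Adjusted p for interferon response ranged from 1.35e-13 to 4.42e-04 in LR against P and from 1.62e-05 to 0.00192 in LR against P_L, higher without UACC812 and lower otherwise. In LTR against P it ranged from 3.55e-11 to 0.374. Leaving out the 4 libraries removes UACC812 LR, the LR library with the interferon fall, and so repeats this (0.00306 in LR against P_L, higher, and 0.0855 in LR against P). The integrated stress response ranged from 3.62e-13 to 0.194 in P_L against P, from 9.05e-11 to 0.169 in P_LT against P and from 8.38e-11 to 0.543 in LTR against P, the highest without UACC812 each time. Replication ranged from 1.15e-06 to 0.527 in LR against P and from 1.46e-11 to 0.987 in LTR against P, again highest without UACC812. Histones in P_L against P ranged from 1.19e-09 to 0.675, the highest without SKBR3.

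After GC correction 6 list calls were lost: the integrated stress response and chaperones in P_LT against P (0.0559 each), immediate stress genes in LTR against P (0.0514), interferon response in LR against P_L (0.0943), and fatty acid synthesis (0.0552) and stem-like markers (0.108) in LTR against P_LT. After length correction 6 were lost: histones in P_L against P (0.214), LR against P_L (0.212) and LTR against P_LT (0.302), chaperones in P_L against P (0.0588), stem-like markers in LTR against P_LT (0.0555), and hypoxia and glycolysis in LTR against LR (0.0604). Of the 51 list results, the same direction without the call was found for 7 without AU565, 7 without SKBR3 and 14 without UACC812, for 13 without the 4 libraries, 5 without the cell line term, 4 with median-ratio scaling and 3 with a pseudocount of 0.1. A further 1 reversed without SKBR3, 8 without UACC812 and 2 without the 4 libraries. By fry the call was lost for 35, and by camera with an estimated correlation for 49, which is every call. The other 2 list results are mevalonate synthesis in P_LT against P_L and in LTR against LR, which were not called to begin with.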

Other observations

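The values in this part were singled out only after the results were seen. GDF15 was 723 FPKM in parental UACC812, 92.2 in P_L, 139 in P_LT, 183 in LR and 231 in LTR, and at most 28.0 in the other lines. From short-term treatment to resistance it rose in all 3 lines, by log2 1.02 on average.

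ESR1 was highest in UACC812 LTR at 1.68 FPKM. ANKRD1 did not exceed 0.413 FPKM in any library. DUSP6 in UACC812 was 6.61 FPKM in P and 0.372, 0.474, 0.172 and 1.12 in P_L, P_LT, LR and LTR.

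Resistant AU565 expressed genes that were near 0 in its other libraries, including TAC3 at 28.1 and 147 FPKM in LR and LTR, PLAC4 at 19.0 and 33.5 and INSL4 at 56.4 and 69.2. In SKBR3, RARRES3 was 6.55 FPKM in P, 92.4 in LR and 464 in LTR. SNURF in UACC812 was 0.0982 FPKM in P, 14.6 in LR and 12.0 in LTR.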
